A study of Homo sapiens with 21 samples.

How the data were processed

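Gene expression was measured by RNA sequencing in HepG2, an established human liver cancer cell line. Cells were exposed to caffeine at 0, 0.01, 0.1, 1, 10, 100 or 1000 µM for 6 h, with 3 samples per dose and 21 samples in all. Per the labels' protocols, caffeine was diluted in medium without serum, RNA was purified with Trizol and selected with poly(dT) beads, and cDNA was made with a reverse transcriptase kit. One text of the series names another compound for the control group, while the sample labels call it caffeine at 0 µM, and the sample labels were followed.

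The authors deposited one table of whole-number read counts per gene, with no normalization. The aligner, the counting program, the genome build, the annotation and whether the counting used strand are not stated in the labels or in the table, so no coordinates are given, and overlapping or antisense genes are treated as uncertain. The table lists 37637 features, of which 32937 carry Ensembl gene IDs and 4700 carry IDs of unannotated features. Symbols were taken from a separate table of gene names by Ensembl ID without its version, and 24843 IDs matched a symbol while 8094 Ensembl IDs had none. Of 42 columns of per-sample values, 21 matched the labels of the samples and were used. The other 21 matched none of these samples and were not used, and neither were the columns of sums and medians, which are taken over all 42. Within the columns used, 3018 features had a count of 0 throughout.

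Total counts ran from 28043623 to 40827833 per library, with a median of 32497612. A count of 0 allows up to 3 counts, which is 0.0735 to 0.107 CPM depending on the library. No molecular identifiers are stated, so floors cover counting error only. Replicate libraries were compared with a chi-square statistic per gene, which ran from 5.08 to 186 over the 21 pairs within groups, so no pair was close enough to be one library deposited again.

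The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling and edgeR's expression filter at a minimum count of 10. One fit over all 21 samples with 7 groups left 14 residual degrees of freedom and tested 17468 genes, 1617 of them unannotated features. The common biological coefficient of variation was 0.163. Each dose was compared with 0 µM, the 7 groups were tested together, and a slope was fitted on the dose step, the rank of the doses from 0 to 6. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors (SE) are the log2 fold change divided by the square root of the F statistic. Every pair of groups was also compared in the same fit. CPM, the usual normalised read count, is a gene's count relative to the library total after TMM scaling, and only floors and folds against the floor use the total itself. Folds against the floor compare group means, so they need not hold for every library.

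A list of 108 genes in 6 sets and 1 list of adenosine receptors was written before the data were examined, as were the design, the alternatives and the rule for named genes. The sets hold genes of the cAMP response, the aryl hydrocarbon receptor (AHR) response, sterol synthesis, p53 targets, the unfolded protein response and proliferation. Of the list, 95 genes were tested. Sets were tested with camera (limma 3.58.1, voom, inter-gene correlation preset at 0.01), with fry and with camera's estimated correlation as alternatives. Genes were named by this rule: at 1000 µM up to 5 higher and 5 lower, and at each other dose up to 2 higher and 2 lower, with the largest fold change among genes past the threshold, separated from the controls in all 3 libraries and with a mean of at least 1 CPM. Up to 5 genes with the smallest p-values were taken for the trend and for the test of the 7 groups. Genes of the sets past the threshold, up to 5 per set, and the adenosine receptors were added. Of IDs without a symbol, at most 2 that rose and 2 that fell are named, and unannotated features are counted but not named. Not every gene picked by the rule is reported here.

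Correlations of fold changes between doses were set against 20 simulations without a dose effect, since all doses share the same controls, and 20 further simulations of this kind gave the positions and overlaps of unchanged groups. The position of a library was computed over the genes past the threshold at 10 µM, as the mean log2 CPM (prior count 2) with the sign of each gene's change, on a scale where the mean of the 3 control libraries is 0 and the mean at 10 µM is 1. The scripts were tested on 5 simulated data sets per effect size, each with 200 changed genes drawn from the real means and library sizes. With a 4-fold change at the top dose, 89.0% of 969 changed genes were recovered at 1000 µM, with a 2-fold change 63.9% of 979 and with a 1.5-fold change 25.2% of 981. Of the calls at 1000 µM in those simulations, 4.12%, 3.69% and 6.44% were false, with a highest value of 13.3% in a single simulation.

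Alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors, upper quartile scaling, no filter, at least 10 counts in every sample, fits on the 6 samples compared, a replicate block, stricter thresholds, and fits that left out each library. After the data were examined, further ones were added: a correction for GC content and transcript length, the mitochondrial share of the counts as a covariate, libraries thinned to one total, other reference groups and fits without the controls or without 1000 µM. GC content and length came from GENCODE v29 transcripts, which may differ from the authors' annotation, and 89.8% of the tested genes had a value. Permutation tests used scipy 1.17.1 with numpy 2.4.6 and 100000 resamples, tables were handled with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15.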

Results

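Poly(A)-selected RNA was counted per gene in 21 libraries of HepG2 cells, a human liver cancer line, after 6 h in caffeine at 0, 0.01, 0.1, 1, 10, 100 or 1000 µM, with 3 libraries per dose. Caffeine is a methylxanthine that blocks adenosine receptors. The series asks how the transcriptome changes over a range of doses. Total counts ran from 30849119 to 31740966 in the 3 libraries at 0 µM, from 28043623 to 32770470 at 0.01 µM, from 31976254 to 34717216 at 0.1 µM, from 30425548 to 34474094 at 1 µM, from 32378284 to 35577169 at 10 µM, from 32386242 to 34401751 at 100 µM and from 32497612 to 40827833 at 1000 µM. Totals rose with the dose step over the 21 libraries, with a Pearson r of 0.634 (two-sided permutation p 0.00107, adjusted 0.00214) and a Spearman rho of 0.629 (permutation p 0.00298, adjusted 0.00596). Without 2 of the libraries farthest from the median step r was 0.627. A permutation test among the 7 groups gave p 0.0669 (adjusted 0.134). Adjustment was over the 2 measures tested in this way, by the Benjamini-Hochberg method. Genes encoded by the mitochondrial genome took 4.95% to 14.2% of the counts and were not found to differ among the groups (permutation p 0.619, adjusted 0.619), nor along the dose step (r 0.171, permutation p 0.461, adjusted 0.461; rho 0.216, permutation p 0.349, adjusted 0.349; r 0.127 without 2 of the libraries farthest from the median step).

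Each dose was compared with 0 µM to find the genes that caffeine changed at that dose. At 1000 µM, 7204 of 17468 tested genes passed an adjusted p of 0.05, with 3604 higher and 3600 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 1536 changed by at least 1 on the log2 scale. With another group as the reference the count was lower, from 2568 against 100 µM to 4244 against 0.1 µM. The number of genes past the threshold did not rise steadily with dose. It was 864 at 0.01 µM (501 higher, 363 lower), 0 at 0.1 µM, 0 at 1 µM, 3839 at 10 µM (1975 higher, 1864 lower) and 1051 at 100 µM (479 higher, 572 lower). At 0.1 µM 2651 genes and at 1 µM 3980 genes had an unadjusted p under 0.05. The 3 libraries of a dose lay all above or all below the 3 controls for 32.0% of tested genes at 0.01 µM, 22.5% at 0.1 µM, 23.6% at 1 µM, 45.8% at 10 µM, 43.0% at 100 µM and 53.2% at 1000 µM, where chance gives 10%.

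**Figure D1:**
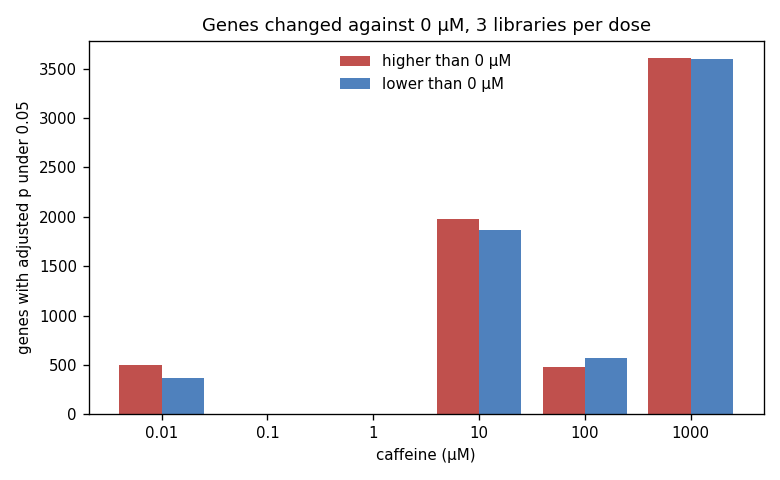
Number of genes with an adjusted p under 0.05 against 0 µM (vertical axis) at each caffeine dose in µM (horizontal axis), split into genes higher (red) and lower (blue) than at 0 µM, from 3 libraries per dose. The bars reach 3604 and 3600 genes at 1000 µM and are at 0 at 0.1 and 1 µM.

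The counts at 0.01, 0.1 and 1 µM depended on single libraries. At 0.01 µM no gene passed in the fits that left out 0 µM replicate 1, 0 µM replicate 2, 0.01 µM replicate 1 or 0.01 µM replicate 2. At 0.1 µM 865 genes passed without 0.1 µM replicate 3, and at 1 µM 1264 genes passed without 1 µM replicate 1. In the fits that left out 1 library, the count ran from 1260 to 3707 at 10 µM and from 26 to 1133 at 100 µM. The lowest count came without 0 µM replicate 1 at 10 µM and without 0 µM replicate 2 at 100 µM.

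Comparing the groups with one another asked whether the doses differed among themselves. Among 0.01, 0.1, 1 and 10 µM, 0 genes passed the threshold in each of the 6 pairs, while 414 to 2429 genes had an unadjusted p under 0.05. Chance alone gives a share of about 0.05 of the tested genes. The share was 2.37% for 1 against 0.01 µM, 4.04% for 1 against 0.1 µM and 2.68% for 10 against 1 µM, so these pairs had no excess. It was 7.22% for 0.1 against 0.01 µM, 6.29% for 10 against 0.01 µM and 13.9% for 10 against 0.1 µM. At 10 µM, where 3839 genes differed from 0 µM, 0 genes differed from 0.01 µM (1098 with an unadjusted p under 0.05), from 0.1 µM (2429) or from 1 µM (468). The 100 µM group differed from 0.01, 0.1, 1 and 10 µM in 23, 45, 25 and 9 genes. Of the 1051 genes past the threshold at 100 µM against 0 µM, 34 also passed against 0.1 µM, all 34 in the same direction. The 1000 µM group differed from every other group, in 3224, 4244, 3903, 3217 and 2568 genes against 0.01, 0.1, 1, 10 and 100 µM. Of the 4244 genes that passed against 0.1 µM, 3771 were also among the 7204 that passed against 0 µM.

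**Figure D2:**
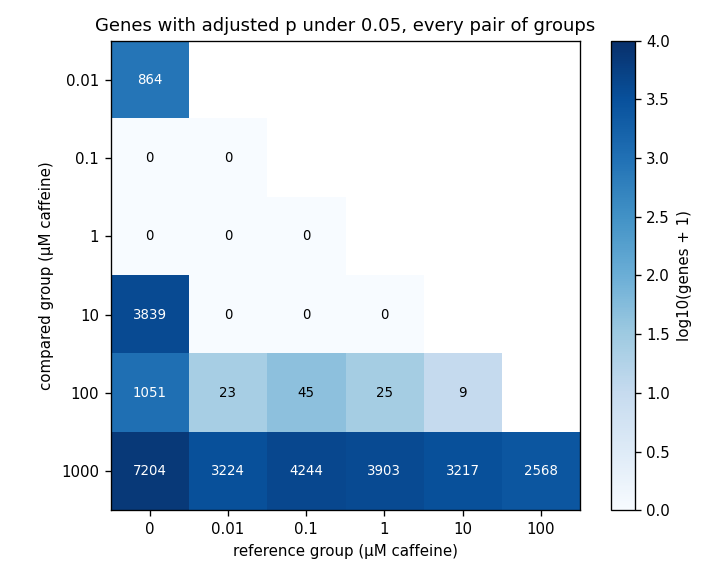
Number of genes with an adjusted p under 0.05 for every pair of groups, with the compared group in µM on the vertical axis, the reference group in µM on the horizontal axis and the shade on a log10 scale. The 6 pairs among 0.01, 0.1, 1 and 10 µM are at 0, and the 1000 µM group is at 2568 genes or more against each reference.

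Over the 3839 genes that passed at 10 µM, each library was placed on a scale from the mean of the controls (0) to the mean at 10 µM (1). The mean position was 0.685 ± 0.0529 (SD, n = 3) at 0.01 µM, 0.521 ± 0.288 at 0.1 µM, 0.682 ± 0.169 at 1 µM, 0.701 ± 0.190 at 100 µM and 0.963 ± 0.185 at 1000 µM. The controls themselves spread from -0.129 to 0.162. These genes were chosen by their difference between the 0 and 10 µM libraries, so the positions of those 2 groups are set by the choice. The choice also moves the other groups, which share the controls: in 20 simulations without any dose effect, with the 3839 genes of smallest p-value at 10 µM, the group means of the other doses lay between 0.477 and 0.526. Of the 3839 genes, 2782 also passed at 1000 µM, 2734 of them in the same direction. In those simulations a median of 2161.5 and at most 2222 of the 3839 genes were also among the 7204 of smallest p-value at 1000 µM, at most 2076 in the same direction. Each gene was drawn independently there, without variation that many genes of a library share. The simulated ranges of positions and overlaps can therefore be too narrow for real libraries, and values outside them do not show a dose effect.

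**Figure D3:**
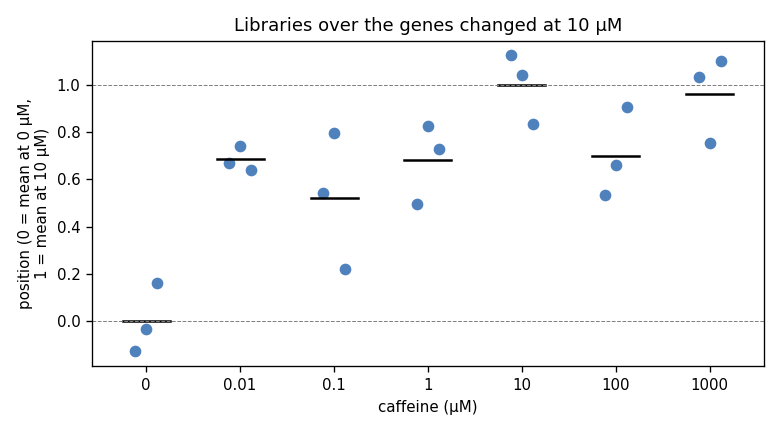
Position of each library (points) and group mean (lines) over the 3839 genes that passed at 10 µM, on a scale where the mean at 0 µM is 0 and the mean at 10 µM is 1 (vertical axis), by caffeine dose in µM (horizontal axis). The libraries at 0.01, 0.1, 1 and 100 µM lie between 0.222 and 0.908, where simulations without any dose effect gave 0.465 to 0.553 for single libraries. The simulated range lacks variation that many genes of a library share and can be too narrow.

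The log2 fold changes of the doses against 0 µM were correlated across genes, which are not independent replicates. The median Pearson r over the 15 pairs of doses was 0.653, with a range of 0.560 to 0.765. Because the doses share their controls, simulations without any dose effect gave a median of 0.507 and a maximum of 0.537 over 20 simulations. With the controls divided between the 2 doses of a pair, the median r was 0.433 against a simulated maximum of 0.0193. The simulations drew each gene independently and so lack variation that many genes of a library share. Measured in the same way on the real libraries below 1000 µM, the median r over 10 pairs was 0.436 with 0 µM as the divided reference, and from -0.208 to 0.223 with each other group in its place.

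Over the whole series, 4901 genes differed among the 7 groups and 5073 had a slope on the dose step, 2534 rising and 2539 falling. Without the 3 libraries at 1000 µM these counts fell to 159 and 1051, and with the 18 treated libraries alone they were 2211 and 1984. With the slope fitted on the linear dose in place of its rank, 5469 genes passed, of which 3318 were among the 5073. Which genes had a slope therefore depended in part on the dose scale. CYP1A1 (ENSG00000140465.14), a cytochrome P450 gene, had the smallest p-value among the 7 groups (adjusted p 9.1e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 44.6 ± 1.65 CPM (SD, n = 3) at 0 µM, 44.1 ± 0.545 CPM at 0.1 µM, 65.3 ± 3.66 CPM at 10 µM, 138 ± 5.49 CPM at 100 µM and 623 ± 26.2 CPM at 1000 µM. The log2 fold change of CYP1A1 against 0 µM was 0.55 ± 0.11 (SE) at 10 µM, 1.63 ± 0.11 at 100 µM and 3.80 ± 0.12 at 1000 µM, with adjusted p of 0.0043, 2.4e-07 and 3.8e-13, and it was higher in 3 of 3 libraries at 100 and at 1000 µM. At 0.01, 0.1 and 1 µM the gene did not pass, with adjusted p of 0.672, 0.958 and 0.220. Reads shared with the paralog CYP1A2 cannot be excluded.

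The genes with the next smallest p-values among the groups included BMF, CYP24A1 and ENSG00000286169.1, and each of these passed at 10, 100 and 1000 µM. Their log2 fold changes at 10 µM were 0.36, 0.32 and 0.51. The adjusted p there was 0.0205, 0.0074 and 0.0437 (edgeR's quasi-likelihood test). At 10 µM they did not pass against 0.01, 0.1 or 1 µM. BMF rose from 5.41 ± 0.287 CPM at 0 µM to 11.0 ± 0.406 CPM at 100 µM and 48.6 ± 3.30 CPM at 1000 µM, a log2 fold change of 1.02 and 3.16. CYP24A1 rose from 34.3 ± 1.05 CPM at 0 µM to 52.2 ± 0.242 CPM at 100 µM and 148 ± 5.68 CPM at 1000 µM. For ENSG00000286169.1 the levels were 1.69 ± 0.246, 3.97 ± 0.498 and 23.6 ± 2.76 CPM at 0, 100 and 1000 µM. The smallest p-values of the slope belonged to NAT8, ENSG00000232748.3, IGFL4, CEMIP and CYP1A1. NAT8, which has a close paralog, fell from 10.7 ± 1.25 CPM at 0 µM to 5.67 ± 0.712 CPM at 100 µM and 3.90 ± 0.373 CPM at 1000 µM (slope -0.21 per step on the log2 scale, adjusted p 1.4e-05). ENSG00000232748.3, which overlaps ZNF668 on the opposite strand in GENCODE v29, was at 5.02 ± 0.281 CPM at 0 µM, 2.99 ± 0.236 CPM at 0.01 µM and 1.48 ± 0.112 CPM at 1000 µM. IGFL4 rose from 4.42 ± 0.382 to 10.9 ± 0.522 CPM between 0 and 1000 µM. CEMIP rose from 51.4 ± 4.09 CPM at 0 µM to 75.6 ± 3.44 CPM at 0.01 µM and 293 ± 3.11 CPM at 1000 µM, and overlaps genes of the opposite strand.

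**Figure D4:**
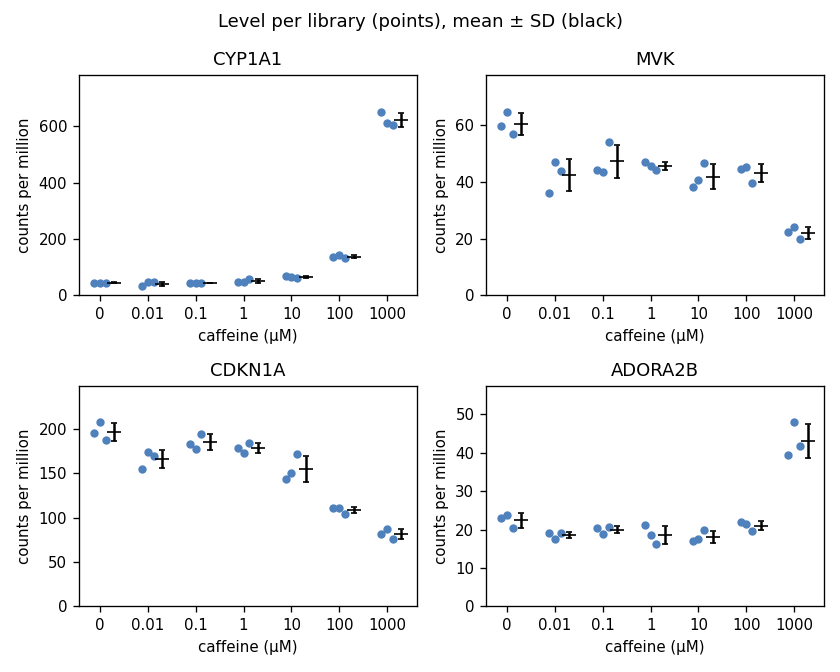
Level in CPM (vertical axes) of CYP1A1, MVK, CDKN1A and ADORA2B in each library (points), with the group mean ± SD of 3 libraries (black), by caffeine dose in µM (horizontal axes). CYP1A1 is at 138 CPM on average at 100 µM and 623 CPM at 1000 µM, and ADORA2B is above its other levels at 1000 µM.

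Among the genes with the largest fold changes, ATOH8 was at 0.388 ± 0.105 CPM at 0 µM (8 to 14 counts) and 8.57 ± 1.21 CPM at 1000 µM (237 to 337 counts). Its log2 fold change at 1000 µM was 4.45 ± 0.31 (SE). At 100 µM it was at 0.742 ± 0.0976 CPM and did not pass (adjusted p 0.0855, edgeR's quasi-likelihood test). Several genes picked by size of change at single doses had almost no counts in some libraries and many in others. ENSG00000203812.2 had 0 counts in all 3 controls and 36 to 129 counts at 1000 µM, at least 28.1-fold higher, and was at least 26.3-fold higher at 0.01 µM. It also had 55 to 123 counts at 0.1 µM, 45 to 80 at 1 µM and 10 to 84 at 100 µM, but 0 in one library at 10 µM. The mean was thus above the controls at every dose. The gene did not pass at 0.1 or 1 µM (adjusted p 0.1145 and 0.0839, edgeR's quasi-likelihood test). ZACN had 525 to 1481 counts in the controls and 1 or 2 at 0.01 µM, but 593 in one library at 0.1 µM and 403 in one at 1 µM. NR2F6 had 155 to 813 counts in the controls and 0 or 1 at 100 µM, but 934 in one library at 1000 µM and 0 in another. ENSG00000268313.1 had 442 to 1059 counts in the controls and 0 at 10 and at 1000 µM, at least 244-fold and 254-fold lower, but 604 in one library at 0.1 µM, 332 in one at 1 µM and 191 in one at 100 µM. PWAR5 had 0 to 10 counts in the controls and 64 to 123 at 1000 µM. RPL21P75, a pseudogene whose reads can belong to its parent gene, had 2 to 18 counts in the controls and 41 to 776 at 1000 µM. ZACN, NR2F6, PWAR5, GNRHR2P1 and UPK3BL1, the last 2 also picked by the rule, each overlap another gene of the same strand in GENCODE v29, so their counts are uncertain.

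Of the list of 95 tested genes, 54 passed at 1000 µM over all genes tested (20 higher, 34 lower) and 57 when adjusted over the list alone. Over all genes tested the counts were 13, 0, 0, 29 and 12 at 0.01, 0.1, 1, 10 and 100 µM, and adjusted over the list alone they were 23, 0, 12, 32 and 26. At 0.1 µM 16 and at 1 µM 30 genes of the list had an unadjusted p under 0.05. Along the dose step 39 passed over all genes and 41 adjusted over the list alone.

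Of the 6 sets, 3 passed at 1000 µM with camera at a preset correlation (Benjamini-Hochberg adjustment over 6 sets). Genes of the AHR response were higher (adjusted p 0.00012, 7 of 8 tested members higher). Genes of sterol synthesis were lower (adjusted p 2.1e-06, 17 of 19 lower). The p53 targets were lower (adjusted p 0.00074, 15 of 18 lower). The cAMP, unfolded protein and proliferation sets did not pass (adjusted p 0.292, 0.435 and 0.614). The same 3 sets passed along the dose step, with adjusted p of 0.0030, 0.00013 and 0.00013. With the correlation estimated from the data, the AHR set (0.0049) and the sterol set (0.0265) passed at 1000 µM, the p53 set did not (0.0940), and along the dose step none of the 6 passed. With fry the 3 sets passed in both tests, as did the cAMP set at 1000 µM (0.0457) and the unfolded protein set along the dose step (0.0324).

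Single genes of these sets at 1000 µM included AHRR, with 28 to 75 counts against 1 to 8 in the controls, and ALDH3A1 (log2 fold change 1.35 ± 0.17 SE). CYP1A2 had 12 to 32 counts at 1000 µM and 5 to 7 in the controls, and is uncertain because of its paralog. AHR itself rose by 0.82 ± 0.13 on the log2 scale. AHRR and AHR each overlap genes of the same strand in GENCODE v29, and MVK and CDKN1A each overlap a gene of the opposite strand, so their counts are uncertain. MVK fell from 60.6 ± 3.94 CPM at 0 µM to 22.1 ± 2.19 CPM at 1000 µM, and was already at 42.4 ± 5.71 CPM at 0.01 µM. CDKN1A was at 197 ± 9.92 CPM at 0 µM, 109 ± 3.58 CPM at 100 µM and 81.4 ± 5.71 CPM at 1000 µM, with a log2 fold change of -0.86 ± 0.08 and -1.27 ± 0.08 at the 2 highest doses. BTG2 (-1.35), PHLDA3 (-1.37) and FDXR (-1.16) were lower on the log2 scale at 1000 µM, whereas GDF15 was higher (1.26 ± 0.23). In the unfolded protein set SDF2L1 was lower (-1.85 ± 0.22) and CHAC1 higher (1.44 ± 0.22). PPARGC1A and G6PC1 of the cAMP set rose by 1.09 ± 0.17 and 1.22 ± 0.24, and PER1 was lower (-0.43 ± 0.16). PER1 overlaps a gene of the same strand in GENCODE v29, so its counts are uncertain. Of the 14 tested genes of this set, 4 passed as higher and 1 as lower. In the proliferation set BIRC5 (-0.78) and AURKB (-0.56) were lower and BUB1 (0.48) was higher. Several of these genes had already passed against 0 µM at 0.01 µM. The log2 fold changes there were -0.52 for BIRC5, -0.33 for AURKB, 0.32 for BUB1 and 0.47 for AHR. For SDF2L1, PHLDA3 and FDXR they were -0.94, -0.44 and -0.62. A difference between the controls and all doses is therefore not excluded as part of these changes. AHRR, ALDH3A1, CYP1A2, CDKN1A, BTG2, GDF15, CHAC1, PPARGC1A, G6PC1 and PER1 did not pass at 0.01 µM.

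The adenosine receptors are targets of caffeine. ADORA2B was at 22.4 ± 1.83 CPM at 0 µM and 43.0 ± 4.42 CPM at 1000 µM, a log2 fold change of 0.94 ± 0.11 (SE, adjusted p 3.2e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 libraries. At 10 µM ADORA2B was lower, at 18.1 ± 1.60 CPM, with a log2 fold change of -0.30 ± 0.11 and an adjusted p of 0.0480 in the same test. At 0.01, 0.1, 1 and 100 µM it did not pass, with log2 fold changes of -0.27, -0.16, -0.26 and -0.09. It did not pass at 10 µM against 0.01, 0.1 or 1 µM either, so a fall particular to 10 µM was not shown. ADORA2A overlaps a readthrough gene, varied from 12 to 281 counts between libraries and did not pass at 1000 µM (adjusted p 0.493). ADORA1 had 2 to 13 counts and ADORA3 0 to 2 counts per library, too few to be tested at this depth.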

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

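The alternatives were chosen before the data were examined, except the GC and length correction, the mitochondrial covariate, thinning, the other reference groups, the divided controls and the series test on fewer groups, which were chosen after results had been seen. Where no cause is given below, the cause was not tested.

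At 0.01 µM, where 864 genes passed, DESeq2 gave 1973, at least 10 counts in every sample 1301, the GC and length correction 572, an added log2 threshold of 1 gave 79, the 6 samples alone 2, the mitochondrial covariate 1 and an adjusted p under 0.01 gave 0 (4567 genes had an unadjusted p under 0.05). At 0.1 µM, where 0 passed (2651 with an unadjusted p under 0.05), DESeq2 gave 454, no filter 101 and the 6 samples alone 1. At 1 µM, where 0 passed (3980 with an unadjusted p under 0.05), DESeq2 gave 1151, the GC and length correction 660 and no filter 230. At 10 µM, 3839 became 1255 at an adjusted p under 0.01, 528 with the log2 threshold and 0 against 0.01, 0.1 and 1 µM. At 100 µM, 1051 became 4015 with the 6 samples alone, 1895 with DESeq2, 1643 after GC and length correction, 133 with the log2 threshold, 41 at an adjusted p under 0.01, and 23, 45 and 25 against 0.01, 0.1 and 1 µM. At 1000 µM, 7204 became 4696 at an adjusted p under 0.01, 1536 with the log2 threshold, and 3224, 4244 and 3903 against 0.01, 0.1 and 1 µM. The 4901 genes among the 7 groups became 2395 at an adjusted p under 0.01, 2211 with the 18 treated libraries and 159 without 1000 µM. The 5073 genes with a slope became 2639, 1984 and 1051 in the same 3 fits. A stricter threshold lowers a count by construction.

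Leaving out each library of the groups compared gave 0 to 1079 genes at 0.01 µM, 0 to 865 at 0.1 µM, 0 to 1264 at 1 µM, 1260 to 3707 at 10 µM, 26 to 1133 at 100 µM and 5141 to 6882 at 1000 µM. Across 21 such fits the count among the groups was 3071 to 6221 and that of slopes 3472 to 6365. The list had 47 to 52 calls at 1000 µM in such fits, against 54, and 3 sets passed in every such fit of both set tests. At 0.01 µM 0 genes passed without 0 µM replicate 1, 0 µM replicate 2, 0.01 µM replicate 1 or 0.01 µM replicate 2. At 0.1 µM 865 passed without 0.1 µM replicate 3 and 1 without 0 µM replicate 3, and at 1 µM 1264 passed without 1 µM replicate 1. At 10 µM 1260 passed without 0 µM replicate 1, 2056 without 0 µM replicate 2, 1429 without 10 µM replicate 1 and 1840 without 10 µM replicate 2. At 100 µM 47 passed without 0 µM replicate 1, 26 without 0 µM replicate 2, 375 without 100 µM replicate 1, 42 without 100 µM replicate 2 and 36 without 100 µM replicate 3. Among the groups 3071 passed without 1000 µM replicate 3.

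The replicate numbers did not pair the samples: over 63 pairs with the same number the mean correlation of deviations was -0.0194 (-0.437 to 0.249), and 11 of them were over 0.1. With the replicate block 0, 0, 0, 3298, 445 and 6863 genes passed at 0.01, 0.1, 1, 10, 100 and 1000 µM, 4034 among the groups and 4710 along the dose step.

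With estimated correlation 0 sets passed along the dose step. The proliferation set, near no change, reversed its direction there with DESeq2's size factors (adjusted p 0.974), with the replicate block (0.996) and in 14 fits that left out 1 library, with adjusted p from 0.773 to 0.998 over all such fits. The median correlation of dose profiles, 0.653, was 0.779 for genes of at least 10 CPM and 0.433 with divided controls.

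Of the 41 named genes tested at 1000 µM, 32 stayed on their side of the threshold against 0.1 µM, 7 no longer passed and 2 reversed. ADORA2A was then at 1.45 on the log2 scale and a gene without a symbol at 3.93, neither past the threshold. Of the 8 named at 10 or 100 µM, 0 passed against 0.1 µM (7 no longer passed and 1 reversed), and ENSG00000203812.2 at 100 µM reversed to -0.96. CYP1A1 at 1000 µM stayed between 3.79 and 3.85 under every alternative run for it, with adjusted p of at most 3.8e-07. No scaling moved the median of all genes by over 0.1, and upper quartile scaling gave 3249 higher and 4000 lower genes at 1000 µM, against 3604 and 3600, and 2185 rising and 2869 falling slopes, against 2534 and 2539. With DESeq2's size factors 688 genes were higher and 348 lower at 0.01 µM, 2059 and 1733 at 10 µM, and 541 and 524 at 100 µM. With upper quartile scaling these were 543 and 371, 1912 and 1920, and 436 and 581. At 1000 µM 3804 genes were higher and 3393 lower with DESeq2's size factors, and 2612 slopes rose and 2461 fell. Which direction held more genes thus depended on the scaling at 10, 100 and 1000 µM and for the slope, but not at 0.01 µM. In simulated data with 200 changed genes, 25.2% of 1.5-fold changes were recovered at 1000 µM. The adjusted threshold grows less strict as more genes change, so this share does not carry over to the real contrast. There the 7204 genes past the threshold had a median absolute log2 fold change of 0.651. Small changes can still be missed.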

Other observations

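All tests here except the counts of sample splits were chosen after the result they address had been seen.

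For each dose the 6 samples were split in all 10 ways into groups of 3. At 0.01, 10, 100 and 1000 µM, 1 of the 10 splits, the real one, gave as many genes, and the other splits gave at most 1 gene. At 0.1 and 1 µM, where 0 genes passed (2651 and 3980 with an unadjusted p under 0.05), 10 of 10 splits gave as many. Any split gives at least 0 genes, so the splits could not inform on these doses. With 3 samples against 3 the share is never under 0.1. Over the series, 1 of 100 splits of the 21 samples, the real one, gave as many genes that differ among the 7 groups, and 1 of 100 gave as many genes with a dose trend. The next largest counts were 388 and 1899.

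The count of genes against 0 µM went 864, 0, 0, 3839, 1051 and 7204 with rising dose. At 10 µM, GC content and transcript length bias, a different mitochondrial share and a different library depth are argued against as the whole source, because 4600, 3360 and 3725 genes passed after correction, with the covariate and after thinning, of which 3084, 3132 and 3540 were among the 3839. A shift of the 3 control libraries against all others remains a candidate explanation, since 0 genes passed at 10 µM against 0.01, 0.1 and 1 µM (1098, 2429 and 468 with an unadjusted p under 0.05). With controls divided between doses, fold changes correlated at a median r of 0.436 over 10 pairs, against -0.208 to 0.223 when another group below 1000 µM took the place of the controls. A response already complete at the lowest dose may give the same counts, and cannot be told apart from such a shift because the controls are the only group at 0 µM. The lowest library at 0.1 or 1 µM lay at 0.222 on the scale from 0 µM to 10 µM, on which unchanged groups averaged 0.506 in simulations because of the shared controls. An effect that grows with the dose stays open too: over the 12 libraries at 0.01, 0.1, 1 and 100 µM, position and dose step gave a Spearman rho of 0.065 (permutation p 0.865) and a Pearson r of 0.154 (permutation p 0.659, r 0.335 without 2 of the libraries farthest from the median step), but the libraries of one dose spread too widely to exclude it.

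Before correction, fold changes at 0.01 µM followed GC content with a rho of -0.413 across genes, against -0.140 at 1 µM to -0.378 at 1000 µM for the other doses. At 0.01 µM it was -0.0113 after the GC and length correction, and 572 genes passed, of which 341 were among the 864. The same correction gave 660 genes at 1 µM, where 0 had passed (3980 with an unadjusted p under 0.05), so calls after it do not settle how much of the 864 comes from GC content and length. With the mitochondrial share as a covariate 1 gene passed, but 0 genes passed without 0 µM replicate 1, 0 µM replicate 2, 0.01 µM replicate 1 or 0.01 µM replicate 2 (4567 with an unadjusted p under 0.05 in all libraries), and 2 passed with the 6 samples alone. Whether the mitochondrial share is a source of the 864 genes therefore cannot be told apart from the loss of precision.

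At 1000 µM the same explanations are argued against as the whole source. Against 0.1 µM, which does not involve the control libraries, 4244 genes passed. After GC and length correction 6787 passed, with the mitochondrial covariate 7613 and after thinning 7040, of which 5121, 7001 and 6832 were among the 7204. A response of the cells to caffeine at this dose is a hypothesis that these tests leave standing. At 100 µM, 34 of the 1051 genes passed against 0.1 µM as well, which a shift of the controls alone does not give. For the other 1017 genes, the fold change against 0.1 µM was a median of 0.491 times that against 0 µM. Because genes chosen for their difference from the controls shrink against any other reference, a shift of the controls and a response to caffeine cannot be told apart for these genes.

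A set of 120 genes, 38 of them unannotated features, had 0 counts in one library and at least 100 in another. Caffeine dose is argued against as the source for most of them, since 103 of the 120 had both at most 3 and at least 50 counts within one dose group. Reads moved between overlapping genes of one strand are a candidate explanation: of the 73 with a position in GENCODE v29, 50.7% overlapped another gene of the same strand, against 23.4% of 730 genes of similar mean count (Fisher's exact test, two-sided, p 2.0e-06). NR2F6 is one example, with at most 2 counts in 9 libraries and over 100 in 10. How the authors' counting assigned such reads is not stated, and the genes without an overlap have no tested explanation. Of the 120 genes, 24 passed the threshold at 1000 µM and 23 at 10 µM, so these changes were a small part of the calls there.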
